# Prostate-Derived ETS Factor (PDEF) Modulates Yes Associated Protein 1 (YAP1) in Prostate Cancer Cells: A Potential Cross-Talk between PDEF and Hippo Signaling

**DOI:** 10.3390/ph12040181

**Published:** 2019-12-10

**Authors:** Praveen Kumar Jaiswal, Suman Mohajan, Sweaty Koul, Fengtian Wang, Runhua Shi, Hari K. Koul

**Keywords:** YAP1, PDEF, prostate cancer

## Abstract

PDEF (prostate-derived ETS factor, also known as SAM-pointed domain containing ETS transcription factor (SPDEF)) is expressed in luminal epithelial cells of the prostate gland and associates with luminal phenotype. The Hippo pathway regulates cell growth/proliferation, cellular homeostasis, and organ development by modulating phosphorylation of its downstream effectors. In previous studies, we observed decreased levels of PDEF during prostate cancer progression. In the present study, we evaluated the effects of the expression of PDEF on total/phosphoprotein levels of YAP1 (a downstream effector of the Hippo pathway). We observed that the PC3 and DU145 cells transfected with PDEF (PDEF-PC3 and PDEF-DU145) showed an increased phospho-YAP1 (Ser127) and total YAP1 levels as compared to the respective PC3 vector control (VC-PC3) and DU145 vector control cells (VC-DU145). We also observed an increased cytoplasmic YAP1 levels in PDEF-PC3 cells as compared to VC-PC3 cells. Moreover, our gene set enrichment analysis (GSEA) of mRNA expression in PDEF-PC3 and VC-PC3 cells revealed that PDEF resulted in inhibition of YAP1 target genes, directly demonstrating that PDEF plays a critical role in modulating YAP1 activity, and by extension in the regulation of the Hippo pathway. We also observed a decrease in YAP1 mRNA levels in prostate cancer tissues as compared to normal prostate tissues. Our analysis of multiple publicly available clinical cohorts revealed a gradual decrease in YAP1 mRNA expression during prostate cancer progression and metastasis. This decrease was similar to the decrease in PDEF levels, which we had reported earlier, and we observed a direct correlation between PDEF and YAP1 expression in CRPC data set. To the best of our knowledge, these results provide the first demonstration of inhibiting YAP1 activity by PDEF in any system and suggest a cross-talk between PDEF and the Hippo signaling pathway.

## 1. Introduction

Prostate cancer (PCa) is the second most common cause of cancer deaths in men in the USA. Despite advancements in the early diagnosis and treatment of localized PCa, about 31,620 men will die of PCa in 2019, mostly due to metastatic castrate-resistant prostate cancer (mCRPC). The progression of PCa initially depends on androgen receptor (AR) signaling. Androgen deprivation therapy (ADT) is the primary treatment option for PCa [1]. However, androgen deprivation therapy fails and leads to the development of castrate resistance prostate cancer (CRPC), which is a continuum of an advanced/aggressive stage of PCa [2]. Patients with the CRPC phenotype are poor responders to available current therapy, including the second-generation drugs, e.g., enzalutamide [3]. 

PCa is associated with dysregulation of many signaling pathways. One of the important signaling pathways that control cell growth/proliferation, cellular homeostasis, and organ development, is the Hippo pathway [4]. This tumor suppressor pathway was first identified in *Drosophila melanogaster* [5] and is highly conserved across species, including humans [6]. The downstream effector of the Hippo pathway is YAP (Yes-associated protein, also known as YAP1). YAP lacks a DNA-binding domain and interacts with other transcription factors, such as Transcriptional Enhanced Associate Domain (TEAD), to bind DNA and regulate gene expression [7]. Multiple signaling events such as cell–cell contact, cell density/polarization, mechano-transduction, G-protein coupled receptor-mediated signaling regulate Hippo pathway activation [8]. 

Altered expression of YAP1 has been associated with many solid tumors, including PCa [9,10,11,12,13,14,15,16,17,18]. The role of PDEF (prostate-derived ETS factor, also known as SAM-pointed domain containing ETS transcription factor (SPDEF)) in PCa remains highly debated [19,20,21,22,23,24,25,26]. We observed that PDEF expression is decreased during PCa progression and that PDEF suppresses the epithelial–mesenchymal transition (EMT) and metastasis in part by driving the expression of epithelial/luminal differentiation-related genes [21,25]. Present studies investigated the relationship between PDEF expression and YAP1 activity, a readout of the Hippo signaling pathway, in PCa.

We observed that the expression of PDEF in PC3 cells resulted in increased levels of YAP1 and phospho-YAP1 (Ser127) protein, increased phospho-YAP1 (Ser127)/total YAP1 ratio, and a negative enrichment of YAP1 conserved signature. We also observed a gradual decrease in YAP1 mRNA expression during prostate cancer progression (low to high Gleason grade and during metastasis). Analysis of YAP1 and PDEF in the neuroendocrine prostate cancer (NEPC)/CRPC dataset showed a further decrease in YAP1 as well as PDEF mRNA levels in NEPC as compared to CRPC, and a direct correlation between PDEF and YAP1 expression. These exciting results show for the first time the inhibition of YAP1 transcriptional activity by PDEF, and a potential cross-talk between PDEF and the Hippo pathway.

## 2. Results

### 2.1. Expression of PDEF in PC3 and DU145 Cells Results in Increased YAP1 and Phospho-YAP1 Protein (Ser127), An Increased Phospho-YAP1 Protein (Ser127)/YAP1 Protein Ratio, and Negative Enrichment of YAP1 Target Genes

To investigate the relationship between PDEF and YAP1, levels of total YAP1 and phosphorylated YAP1 (Ser127) protein were analyzed in PDEF-PC3 and PDEF-DU145 cells [21], and VC-PC3/VC-DU145 cells by western blots. We observed that PDEF-PC3 and PDEF-DU145 cells have a higher amount of YAP1 protein levels (total and phosphoprotein (Ser127) levels) as compared to VC-PC3/VC-DU145 cells (Figure 1A,B). Moreover, quantitation of Phospho-YAP1 Protein (Ser127) and YAP1 protein levels revealed that PDEF expression results in an increased Phospho-YAP1 Protein (Ser127)/YAP1 protein ratio, suggesting potential inhibition of YAP1 mediated transcription. Furthermore, analysis by immunofluorescence (IMF) for YAP1 showed more cytoplasmic YAP1 levels in PDEF-PC3 cells as compared to VC-PC3 cells (Figure 1C). 

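RNA of cells labelled PC3, a line grown from a bone metastasis of prostate cancer, was hybridized to Affymetrix human gene arrays. The cells carried an empty vector (VC-PC3) or expressed PDEF (PDEF-PC3), with 2 arrays in each group. The sample labels give the control the name PC3-SCR and describe it as a control vector. The authors processed the arrays with Transcriptome Analysis Console, and its version, the background correction and the normalization method are not given in the sources used here. The deposited table holds log2 signals of 33297 probe sets, with the log base inferred from the range of the values. Array medians lay between 5.41 and 5.46, and no further normalization was applied. Of the probe sets, 19460 carried 1 gene symbol and were used, 1754 carried several and were left out, and 12083 are unnamed here. Each of the resulting 18417 genes was represented by its probe set with the highest mean. Across all probe sets, which are not independent replicates, Pearson's r was 0.994 between the VC-PC3 arrays, 0.996 between the PDEF-PC3 arrays and 0.954 to 0.956 between arrays of different groups. Groups were compared with limma and the Benjamini-Hochberg adjustment. The number of arrays limits the precision, since an exact permutation test of 2 arrays against 2 cannot give a two-sided p below 0.333. No source used here says that the arrays of a group came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical.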

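SPDEF, the gene that encodes PDEF, had log2 signals of 6.85 and 6.73 in the PDEF-PC3 arrays and of 5.99 and 6.06 in the VC-PC3 arrays. This is a log2 fold change of 0.77 (standard error 0.088, adjusted p = 0.000563 from limma), a 1.70-fold higher level. Among all genes, SPDEF stood at percentiles 59.7 and 57.5 in PDEF-PC3 and 47.7 and 48.7 in VC-PC3. Its level in the PDEF-PC3 arrays was therefore moderate. The VC-PC3 signals were close to the highest olfactory receptor gene of those arrays (5.94 and 6.01), a gauge of background. The size of the SPDEF change is therefore not exact. The 10 largest log2 fold changes upward in PDEF-PC3 arrays included those of ZNF512, a zinc finger gene, with 6.04, the neurofilament gene NEFM with 5.77 and the cyclin gene CCND2 with 5.42. The RNA-binding protein gene LIN28B, with 5.13, and the angiomotin gene AMOT, with 4.89, were also among them. Among the 10 largest falls were the cytokine genes IL1A (log2 fold change -5.00), IL1B (-4.66) and CXCL8 (-4.14). The matrix protein gene TGFBI (-4.98) and FERMT1 (-4.20), which encodes an integrin activator, fell as well. CTNNA1, which encodes alpha-catenin, and STAT3 are genes known from other work to be homozygously deleted in PC3 cells. CTNNA1 signals were 4.77 and 4.07 in the VC-PC3 arrays and 9.76 and 9.86 in the PDEF-PC3 arrays. The log2 fold change was 5.39 (standard error 0.22, adjusted p = 9.02e-06 from limma). For STAT3, named after its values were seen, the signals were 4.51 and 4.70 against 9.06 and 9.05. Its log2 fold change was 4.45 (standard error 0.096, adjusted p = 2.66e-06 from limma). Such signals argue against PC3 cells alone in the PDEF-PC3 arrays. Differences between the groups therefore cannot be assigned to PDEF acting within PC3 cells. The VC-PC3 signals of ZNF512, NEFM, CCND2, LIN28B, AMOT, CTNNA1 and STAT3, and the PDEF-PC3 signals of IL1A and FERMT1, were not above the highest olfactory receptor gene, a gauge of background, so the size and order of their changes are not exact. In all, 9337 of 18417 genes changed at an adjusted p under 0.05, 4918 of them higher and 4419 lower in PDEF-PC3, while after median centring 4484 were higher and 5589 lower. At least 2-fold changes were found for 2707 genes, of which 1596 were higher and 1111 lower. The arrays of the groups did not overlap for 74.7% of the genes, where chance gives 33.3%. Without PDEF-PC3 replicate 1 the number of changed genes was 5670, and without PDEF-PC3 replicate 2 it was 5336.

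**Figure D1:**
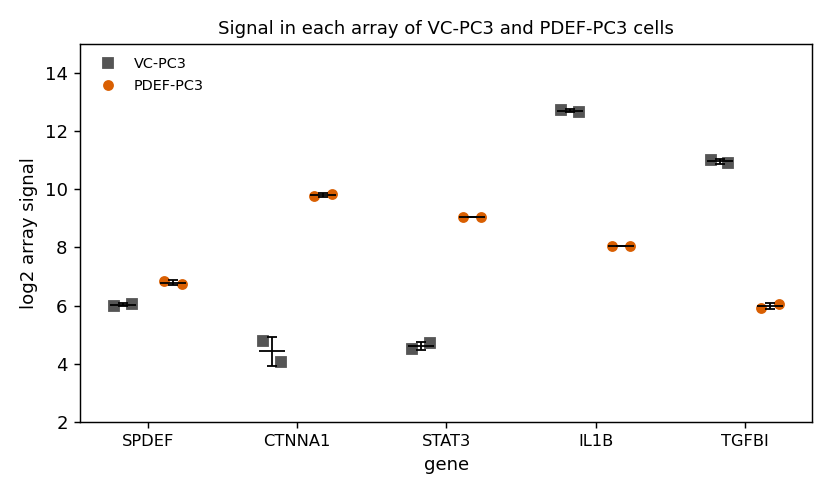
Log2 array signal (vertical axis) of SPDEF, CTNNA1, STAT3, IL1B and TGFBI (horizontal axis) in the arrays of VC-PC3 (squares) and PDEF-PC3 cells (circles), with the group mean (line) and SD (bars, n = 2). SPDEF lies at 6.73 and 6.85 in PDEF-PC3, and CTNNA1 lies at 9.76 and 9.86 there against 4.07 and 4.77 in VC-PC3.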

To further elucidate the mechanistic role of PDEF in regulating YAP1 levels, we analyzed mRNA expression data generated in the Affymetrix format, from PDEF-PC3 and VC-PC3 cells that we have described previously (GSE108641) [25]. 

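Genes that YAP is known to activate were mostly lower in PDEF-PC3 than in VC-PC3 arrays, with exceptions. Of the 57 genes of the YAP conserved signature, 49 were measured, and 30 of these fell, 9 rose and 10 did not pass the test at an adjusted p under 0.05 from limma. Adjusted over the list alone, 30 fell and 10 rose. The median log2 fold change of the members was -0.46, and 12 members fell and 4 rose at least 2-fold. The growth factor gene TGFB2 fell by 4.41 on the log2 scale (standard error 0.086, adjusted p = 2.50e-06), and the transcription factor gene ETV5 fell by 3.63. The matrix gene THBS1 fell by 3.39 and the receptor tyrosine kinase gene AXL fell by 3.36. The PDEF-PC3 signals of TGFB2, ETV5 and THBS1, and the VC-PC3 signals of ANKRD1 and ITGB5, were in at least 1 array not above the highest olfactory receptor gene, so the size of these changes is not exact. Of the genes most often used as YAP readouts, CCN1 (CYR61) fell by 2.72 (standard error 0.095, adjusted p = 5.94e-06), AMOTL2 fell by 0.75 (standard error 0.091, adjusted p = 0.000696) and CCN2 (CTGF) fell by 0.61 (standard error 0.098, adjusted p = 0.00242). ANKRD1, another such readout, rose by 2.79 (standard error 0.15, adjusted p = 2.42e-05). The integrin gene ITGB5 rose by 1.78, the guidance factor gene SLIT2 by 1.32 and the tetraspanin gene TSPAN3 by 1.12.
Some members act in DNA replication, mitosis or nucleotide synthesis. Of 11 such members measured, TOP2A, CENPF and ECT2 rose, CDC20 and GGH fell, and 6 did not pass the test, while adjusted over the list alone 2 rose and 1 fell. TOP2A, a DNA topoisomerase gene, rose by 0.66, while ECT2, a cytokinesis gene, rose by 0.25, with an adjusted p of 0.0519 after quantile normalization and 0.108 after median centring. limma's camera, with a preset correlation of 0.01 between genes, gave an adjusted p of 0.643 for this part, and an adjusted p of 0.686 with an estimated correlation. Such an estimate rests on 2 residual degrees of freedom, here and for every list, which limits what its p-values can show. Of the 38 other members measured, 28 fell and 6 rose, also when adjusted over the list alone (camera, adjusted p = 1.27e-05, and adjusted p = 0.304 with an estimated correlation). The difference between these parts was not tested.
For GSEA, the 18417 genes were ranked by signal-to-noise ratio from higher in VC-PC3 to higher in PDEF-PC3. Each SD had a floor of 0.2 of the mean, which for the genes named here exceeded the SD. Their rank thus reflects the difference scaled by signal level rather than by spread, which favours dim genes. The enrichment score of the signature was 0.580 and the normalized enrichment score 1.92, toward VC-PC3. The permutation p over 10000 random gene sets was 0.000246, the smallest they can give, and 23 members stood before the peak of the score. Among these was the dim COL4A3 (log2 fold change -0.33), but not NDRG1 (-0.54) or MARCKS (-0.52). With genes ranked by limma's moderated t, which uses the spread, the normalized enrichment score was 1.94. For the whole signature camera gave an adjusted p of 0.000478, and an adjusted p of 0.304 with an estimated correlation. The PDEF-PC3 arrays are those with CTNNA1 and STAT3 signal far above the VC-PC3 arrays, so the lower signature cannot be assigned to PDEF alone. Membership of the signature was written from general knowledge, because the paper's text does not print it, so a few members may differ. Leaving out 1 array at a time left 20 to 25 members lower and 5 to 6 higher, 25 members in all without PDEF-PC3 replicate 2, with 1 growth member higher and 0 to 1 lower, and the adjusted p of CCN2 was 0.0513 without PDEF-PC3 replicate 1 and 0.0695 without PDEF-PC3 replicate 2.

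**Figure D2:**
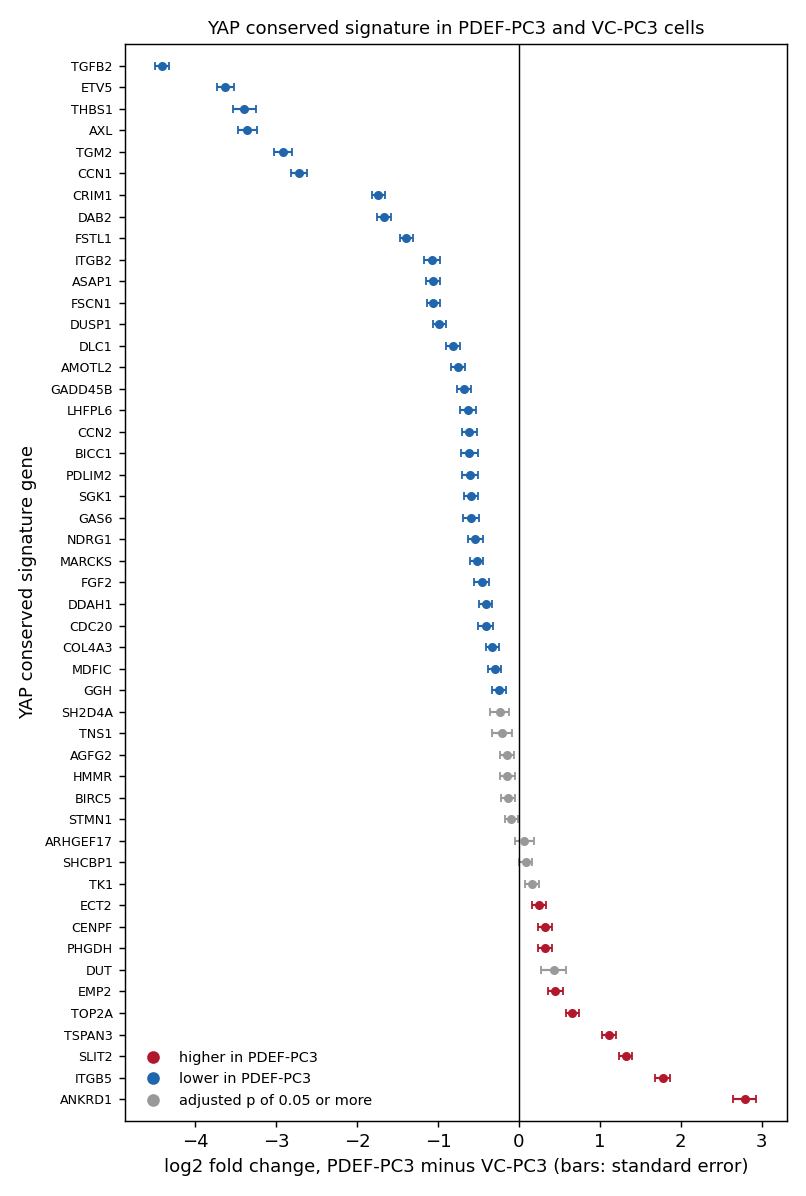
Log2 fold change between PDEF-PC3 and VC-PC3 (horizontal axis) of each measured YAP conserved signature gene (vertical axis), with its standard error as a bar and 2 arrays per group. Of the 49 genes, 30 lie on the side lower in PDEF-PC3 at an adjusted p under 0.05 (blue), down to TGFB2 at -4.41, 9 lie on the higher side (red), up to ANKRD1 at 2.79, and the other 10 are grey.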

Gene set enrichment analysis (GSEA) of mRNA expression in PDEF-PC3 and VC-PC3 cells revealed that PDEF inhibits expression of YAP1 target genes (Figure 1D), directly demonstrating that PDEF plays a critical role in modulating YAP1 transcriptional activity, and by extension in the regulation of the Hippo pathway. These results are the first direct demonstration of regulation of YAP1 by PDEF in any system. 

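The YAP1 transcript was lower in PDEF-PC3 arrays, with log2 signals of 8.05 and 7.94, than in VC-PC3 arrays, with 9.28 and 9.18. It fell by 1.24 on the log2 scale (standard error 0.090, adjusted p = 7.92e-05 from limma), a 2.35-fold lower level. Of the TEAD genes, which encode the DNA-binding partners of YAP, TEAD1 fell by 0.55 (adjusted p = 0.00351) and TEAD2 fell by 0.91 (adjusted p = 0.00118). TEAD4 rose by 0.41 (adjusted p = 0.0381), with an adjusted p of 0.0622 after quantile normalization and 0.0657 after median centring, and TEAD3 had a log2 fold change of -0.26 (adjusted p = 0.0881), with an adjusted p of 0.0392 and 0.0397 after these scalings and of 0.0372 among genes above the median level. Of the kinases upstream of YAP that the paper names, LATS1 rose by 1.02 (adjusted p = 0.00013) and LATS2 fell by 0.63 (adjusted p = 0.00203). STK3, the gene of MST2, rose by 0.64 (adjusted p = 0.00174), and STK4, the gene of MST1, had a log2 fold change of 0.13 (adjusted p = 0.245).
Hippo pathway genes changed in both directions. Of 37 components listed, 36 were measured, and 11 rose, 15 fell and 10 did not pass the test, while adjusted over the list alone 12 rose and 17 fell. AMOT, which encodes a protein that holds YAP outside the nucleus, had signals of 9.71 and 9.73 in PDEF-PC3 against 5.10 and 4.57, not above the highest olfactory receptor gene, in VC-PC3. BTRC, a ubiquitin ligase subunit gene, rose by 1.18 and the kinase gene TAOK3 by 0.83. FRMD6, an upstream activator of the pathway, fell by 2.95. SFN, which encodes a protein that can bind phosphorylated YAP, fell by 2.76 and the phosphatase gene PTPN14 fell by 0.97. The set test gave an adjusted p of 0.503 for these genes (camera), and an adjusted p of 0.686 with an estimated correlation. GAPDH, whose protein is the loading control of the western blots, fell by 0.33 (adjusted p = 0.0146). CTNNA1 and STAT3 differ between these same arrays, so the changes of YAP1 and the Hippo pathway genes cannot be assigned to PDEF alone. Without 1 of the PDEF-PC3 arrays, TEAD1 had an adjusted p of 0.0774 or 0.0775, TEAD2 of 0.0659 or 0.0748 and LATS2, without replicate 2, of 0.0552, while STK3 had 0.0514 without VC-PC3 replicate 2, and TEAD4 and GAPDH passed the threshold in no fit with 1 array left out (adjusted p from 0.0501 to 0.293 and from 0.0583 to 0.0736). Without PDEF-PC3 replicate 2, 9 Hippo pathway genes were lower. From the enrichment of the YAP conserved signature among genes higher in VC-PC3 cells (Fig. 1D), the paper concludes that PDEF modulates the transcriptional activity of YAP1 and, by extension, takes part in regulating the Hippo pathway.

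**Figure D3:**
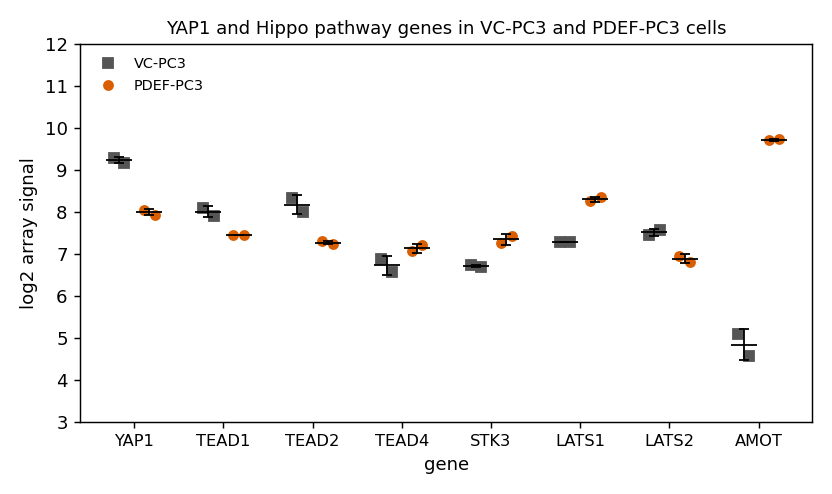
Log2 array signal (vertical axis) of YAP1 and of 7 Hippo pathway genes (horizontal axis) in the arrays of VC-PC3 (squares) and PDEF-PC3 cells (circles), with the group mean (line) and SD (bars, n = 2). YAP1 lies at 9.28 and 9.18 in VC-PC3 and at 8.05 and 7.94 in PDEF-PC3, while AMOT lies at 5.10 and 4.57 against 9.71 and 9.73.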

### 2.2. YAP1 mRNA Expression is Decreased in PCa Patients from Different Clinical Cohorts

We analyzed multiple clinical cohorts of PCa for YAP1 mRNA expression using interactive web resource UALCAN [27] and c-Bioportal [28,29]. The results revealed a significant decrease in YAP1 mRNA levels in patients with PCa (*n* = 497) as compared to the normal control (*n* = 52; *p* = 3.81 × 10^−10^; Figure 2A) in The Cancer Genome Atlas (TCGA) data set [30]. We also analyzed YAP1 mRNA expression data for patients with different Gleason scores (GS). Compared to normal control, we found a significant decrease in YAP1 mRNA levels in all grades of PCa (GS6; *p* = −6.12 × 10^−10^, GS7; *p* = 9.20 × 10^−10^, GS8; *p* = 6.24 × 10^−10^ and GS9; *p* = −1.75 × 10^−10^) (Figure 2B). Moreover, YAP1 mRNA levels were significantly decreased in PCa patients irrespective of lymph node metastasis (N0, *p* = 7.45 × 10^−10^; *n* = 345 and N1, *p* = −1.36 × 10^−9^; *n* = 79) as compared to normal controls (*n* = 52; Figure 2C). Further analysis of YAP1 mRNA data in Prostate Adenocarcinoma MSKCC dataset [31] (*n* = 216) revealed that 51% of patients have decreased YAP1 mRNA levels (Figure 2D). These data suggest that a decrease in YAP1 mRNA expression might be an early event in prostate cancer.

### 2.3. YAP1 Protein Levels in High-Grade PCa

To elucidate the status of YAP1 protein levels in a PCa patient’s sample, we reviewed the immunohistochemistry (IHC) images for YAP1 protein expression across PCa samples in The Human Protein Atlas website [32]. There appears to be a discrepancy with respect to YAP-1 expression, subject to what antibody was used for IHC analysis. A representative image is shown in Figure 2E. These data suggest decreased levels of YAP1 protein in patients with a high-grade PCa tumor as compared to low-grade PCa tumor. These observations are in line with mRNA expression data analyzed from several clinical cohorts.

### 2.4. YAP1 and PDEF mRNA Expression is Lost in NEPC Patients

We analyzed the NEPC/CRPC [33] dataset for expression of YAP1 and PDEF mRNA levels. Our analysis of NEPC/CRPC dataset revealed that expression (mRNA levels) of YAP1 and SPDEF was decreased in NEPC patients as compared to CRPC patients (Figure 3A and Table 1). Furthermore, we observed a significant positive correlation (Spearman *p* = 3.065 × 10^−4^, Pearson *p* = 0.0227) between YAP1 and PDEF mRNA with a Spearman coefficient (r) of 0.49 (Figure 3B). These results show for the first time that transition to NEPC is associated with complete loss of PDEF expression and suggests the plausible role of PDEF and YAP1 in the NEPC/CRPC phenotype. 

## 3. Discussion

In the present studies, we observed that the expression of PDEF in prostate cancer cells results in increased levels of YAP1 and phospho-YAP1 (Ser127) protein and an overall increased ratio of phospho-YAP1 (Ser127)/total YAP1. ETS transcription factors have been associated with tumor progression as well as therapy resistance in several cancers, including prostate cancer. However, the role of PDEF in prostate cancer remains debated [19,20,21,22,23,24,25]. Others and we have demonstrated that PDEF limits PCa cell migration, invasion, and clonogenic activity, but the mechanisms by which PDEF regulates these diverse functions are not completely understood. YAP1 is a downstream effector molecule in the Hippo signaling pathway. Hippo signaling modulates cellular functions by regulating the phosphorylation of YAP1; thus, decreased YAP1 expression in prostate cancer cells might render prostate cancer cells resistant to modulation of the Hippo pathway. In light of the above discussion, our observation of increased expression of YAP1 by PDEF in prostate cancer cells suggests that PDEF by regulating expression of YAP1 could sensitize prostate cancer cells to modulation by the Hippo pathway. Indeed, we also observed increased phospho (Ser127)-YAP1 following PDEF expression demonstrating re-establishment of an active Hippo signaling cascade. However, the mechanism by which PDEF regulates YAP1 expression/phosphorylation and the consequences of these effects need additional studies. It has been proposed that the activated Hippo signaling pathway activates MST1/2 kinase that activates and phosphorylate LATS1/2 kinase [34,35]. Activated LATS1/2 kinase then phosphorylates YAP at serine 127 that triggers interaction of phospho-YAP with 14-3-3 complex proteins and that leads to cytoplasmic retention and ubiquitin-mediated degradation of YAP protein. Inactivation of the Hippo pathway results in decreased phosphorylation of YAP and its nuclear localization [36,37] and is associated with an increased YAP1 gene signature (YAP1 target genes). Further studies are warranted to understand the molecular mechanisms by which PDEF expression modulates Hippo signaling. 

Several studies have explored the role of YAP1 in PCa and CRPC [14,15,16,17]. The YAP1–AR axis appears to play a role in prostate cancer progression [15]. YAP regulates cell motility, invasion, and castration-resistant growth of prostate cancer cells [17]. While most of the studies reported YAP1 protein levels in PCa samples, the first study to describe YAP1 expression in CRPC with neuroendocrine differentiation revealed YAP1 mRNA downregulation in NEPC patients in their cohort [18]. The results of YAP1 down regulation in NEPC presented in our study are in line with the above study. In addition, our studies revealed for the first time that YAP1 mRNA levels are decreased in PCa as compared to control normal tissue. Thus, there appears to be a discrepancy between mRNA and protein expression data in prostate cancer. The present study investigated the mechanistic relationship between PDEF and its role in YAP1 regulation in PCa for the first time. Interestingly, PDEF is an AR co-activator and it is conceivable that PDEF plays an important role in the AR-mediated YAP1 axis. There are decreased YAP1 mRNA levels in high-grade tumors as compared to low-grade tumor samples, which parallels that of PDEF.

With the advent of next-generation AR-targeted therapies (abiraterone acetate and enzalutamide), there is an increased burden of lethal therapy-resistant, NEPC prostate cancer for which current treatments are ineffective [2,3,33]. There is an unmet need at present for the identification of molecular markers, and that can be exploited for diagnostic and therapeutic intervention in NEPC. Our exciting observations, that PDEF expression is completely lost in clinical specimens of NEPC patients and that this parallels the loss of YAP1 expression, are tempting to speculate the role of PDEF/YAP1 in reversing the NEPC phenotype to luminal phenotype. Interestingly, our previous studies [25] revealed that expression of PDEF in PC3 cells resulted in the re-establishment of the gene expression signature associated with the prostate luminal epithelial phenotype. However, additional studies are warranted to support the reversal of the NEPC phenotype to epithelial/luminal phenotype by reactivation of the Hippo signaling.

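In the arrays of these cells, genes of prostate luminal cells changed in both directions. Of 26 luminal genes listed, 22 were measured, and 4 were higher in PDEF-PC3, 9 were lower and 9 did not pass the test (limma, adjusted p under 0.05), with 4 higher and 11 lower when adjusted over the list alone. The luminal transcription factor gene GATA3 rose by 1.80 on the log2 scale (standard error 0.13, adjusted p = 7.68e-05) and GATA2 rose by 0.63 (standard error 0.084, adjusted p = 0.00104). AGR2, which encodes a protein folding enzyme of secretory cells, fell by 2.82 (standard error 0.097, adjusted p = 5.64e-06), and the surface marker gene CD24 fell by 2.23. The keratin gene KRT19 also fell, with signals of 7.84 and 7.67 in VC-PC3 and of 5.85 and 5.57 in PDEF-PC3. The set test gave an adjusted p of 0.114 (camera), and an adjusted p of 0.304 with an estimated correlation, which rests on 2 residual degrees of freedom. Of 23 androgen response genes, 17 were measured, and 3 rose, 6 fell and 8 did not pass the test, with 3 higher and 7 lower when adjusted over the list alone. The kinase gene CAMKK2 rose by 0.76, and the elongation factor gene ELL2 fell by 1.74. Their set test gave an adjusted p of 0.319, and an adjusted p of 0.667 with an estimated correlation.
Basal cell genes were mostly lower. Of 17 listed, 11 were measured, and 1 rose, 6 fell and 4 did not pass the test, with the same counts when adjusted over the list alone. The laminin gene LAMB3 fell by 3.90, the hyaluronan receptor gene CD44 fell by 3.36 and the integrin gene ITGA6 fell by 2.58, and the desmosome gene DSC3 rose by 2.60. The adjusted p of the set test was 0.0379, and the adjusted p was 0.304 with an estimated correlation. Among 32 measured genes of epithelial junctions, of 37 listed, 18 fell, 7 rose and 7 did not pass the test, with 19 lower and 7 higher when adjusted over the list alone. Of those that fell, CLDN1, EHF, MARVELD2, ST14, RAB25, GRHL2, ELF3, PRSS8 and OVOL1 were near background in both groups. In each group at least 1 array was not above its highest olfactory receptor gene. That gene was itself lower in PDEF-PC3 (5.65 and 5.75) than in VC-PC3 (5.94 and 6.01). The genes that rose were above it in PDEF-PC3. The membrane protein gene MAL2 fell by 2.73, the protease inhibitor gene SPINT2 fell by 2.03 and the claudin gene CLDN7 fell by 1.61. The desmosome genes DSC2 and DSP rose by 1.48 and 1.44, and the tight junction gene CGN by 1.22. This list had an adjusted p of 0.0379, and an adjusted p of 0.304 with an estimated correlation. The estimates were -0.079 for the basal and -0.022 for the epithelial junction genes, below the preset 0.01. With the replicate number as a block, the adjusted p was 0.0856 for this list and 0.0549 for the basal genes.
Most mesenchymal genes fell. All 38 listed were measured, and 28 fell, 3 rose and 7 did not pass the test, with 29 lower and 3 higher when adjusted over the list alone. The urokinase gene PLAU fell by 4.02 and the cadherin gene CDH11 fell by 3.46, the membrane metalloprotease gene MMP14 fell from signals of 10.18 and 10.09 in VC-PC3 to 6.30 and 6.38, and the gelatinase gene MMP2 rose by 1.35. The adjusted p of the set test was 6.32e-07, and the adjusted p was 0.304 with an estimated correlation. CTNNA1 and STAT3 were higher in the PDEF-PC3 arrays compared here, so the changes in these lists cannot be assigned to PDEF alone. PDEF-PC3 signals of AGR2, KRT19 and CLDN7 and VC-PC3 signals of GATA3, GATA2, CGN and MMP2 were in at least 1 array not above the highest olfactory receptor gene, so the size of these changes is not exact. The same held in both groups for TSPAN1, STEAP1, KRT15, MMP1, MMP3, MMP9, MMP13, COL1A2, SNAI1 and S100A4, whose levels were lower. It also held for ACP3 and MAF, which rose. After median centring the adjusted p was 0.0627 for the basal and 0.0731 for the epithelial junction genes, and 2 luminal genes were higher, as many as without VC-PC3 replicate 1 or either PDEF-PC3 array, while among genes above the median level the adjusted p was 0.0237 for the luminal genes, toward lower, and 0.177 for the epithelial junction genes. Leaving out 1 array at a time left 3 to 5 epithelial junction genes higher and 11 to 12 lower, 1 to 3 androgen response genes higher and 3 to 5 lower, 1 to 3 mesenchymal genes higher, and an adjusted p of 0.143 for the epithelial junction genes without VC-PC3 replicate 2 and, for the basal genes, of 0.0986 without VC-PC3 replicate 2, 0.0658 without VC-PC3 replicate 1 and 0.0521 without PDEF-PC3 replicate 2.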

Decreased YAP1 may lead to distorted Hippo signaling and may render advanced prostate cancer impervious to the modulators of the Hippo signaling. Moreover, loss of hippo signaling may result in activation of YAP1 transcriptional program. We found that PDEF-PC3 and PDEF-DU145 cells have higher YAP1 protein levels as compared to VC-PC3/VC-DU145 cells, suggesting that YAP1 levels can be restored by PDEF, which may, as such, re-sensitize the advanced prostate cancers to regulators of the Hippo signaling pathway. This possibility became apparent as we also observed increased phospho-YAP1 (Ser127) levels and increased cytoplasmic ratio in PDEF-PC3 cells as compared to VC-PC3 cells, pointing to the restoration of the Hippo signaling pathway in these cells upon PDEF expression. Finally, we provide direct evidence of inhibition of YAP1 target genes by PDEF. This is significant, as we have demonstrated previously that PDEF promotes epithelial/epithelial luminal phenotype in prostate cancer cells [25]. 

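In a shorter list of 22 genes activated by YAP and its paralog TAZ in many cell types, 18 genes fell in PDEF-PC3, 2 rose and 2 did not pass the test (limma, adjusted p under 0.05), and the counts were the same when adjusted over the list alone. IGFBP3, which encodes a binding protein of insulin-like growth factors, fell by 3.53 on the log2 scale (standard error 0.12, adjusted p = 6.02e-06). NT5E, which encodes the surface enzyme CD73, also fell, by 3.36 (standard error 0.082, adjusted p = 3.03e-06). FOXF2, a transcription factor gene, and ANKRD1 were the genes that rose, FOXF2 by 0.76 (standard error 0.11, adjusted p = 0.00148). F3 and ARHGEF17, named after their values were seen, had log2 fold changes of -0.19 (adjusted p = 0.191) and 0.07 (adjusted p = 0.657). Signals of NT5E in PDEF-PC3, of ANKRD1 in VC-PC3 and of F3 and ARHGEF17 in both groups were in at least 1 array not above the highest olfactory receptor gene, so the size of their changes is not exact. The median log2 fold change of the list was -1.15, and 13 genes fell and 1 rose at least 2-fold. Of the 22 genes, 9 also belong to the YAP conserved signature, so the lists are not independent.
The set test gave an adjusted p of 7.86e-07 (camera), and an adjusted p of 0.253 with an estimated correlation. In GSEA the list had an enrichment score of 0.760 and a normalized enrichment score of 2.12 toward VC-PC3, with a permutation p over random gene sets of 0.000225, the smallest they can give. CTNNA1 and STAT3 separate the same arrays, so the fall of this list cannot be assigned to PDEF alone. Without PDEF-PC3 replicate 2, FOXF2 had an adjusted p of 0.0591, and leaving out 1 array at a time left 15 to 17 genes lower.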

Based on our results to date, we propose a working model (Figure 4) with respect to the potential mechanism by which PDEF regulates Hippo signaling. Additional studies are warranted to evaluate the effects of such a cross-talk between PDEF and YAP1/Hippo signaling pathway in modulating phenotypic changes in aggressive PCa. 

## 4. Materials and Methods

### 4.1. Materials 

Antibodies against PDEF (Santa Cruz Biotechnology, Inc. sc-166846, 1:1000 dilution), GAPDH (Sigma G8795, 1:3000 dilution), YAP1 (Santa Cruz Biotechnology, Inc. sc-101199, 1:1000 dilution for western blots, 1:50 dilution for Immunofluorescence), and phospho-YAP1 (Cell Signaling Technology (CST) cst-13008, 1:1000 dilution) were purchased from respective vendors.

### 4.2. Cell Lines and Culture 

We used prostate cancer cell line PC3 and DU145 obtained from the American Type Culture Collection (ATCC). PC3 and DU145 cell lines were stably transfected with PDEF and cultured as described previously [25]. 

### 4.3. Data Mining from Multiple Clinical Cohorts

We analyzed the YAP1 mRNA expression data from PCa TCGA [30] (The Cancer Genome Atlas) data sets through UALCAN [27] (http://ualcan.path.uab.edu/) and the c-BioPortal [28,29] (http://www.cbioportal.org) web server. Further, we analyzed YAP1 mRNA expression in the Prostate Adenocarcinoma MSKCC dataset [31]. YAP1 and PDEF mRNA expression data were also analyzed in the NEPC/CRPC dataset [33] through c-BioPortal.

### 4.4. Immunohistochemistry

We procured IHC images for YAP1 protein in PCa patients with low and high-grade tumors from The Human Protein Atlas website [32] (https://www.proteinatlas.org/ENSG00000137693-YAP1/pathology/prostate+cancer#img). 

### 4.5. Western Blot

Western blots for PDEF, YAP1, and Ser127-phospho-YAP1 protein were performed as described [38]. Blots were scanned by a LI-COR Odyssey CLx (LI-COR, Lincoln, USA) system by using IRDye 680 goat anti-mouse/IRDye 800 goat anti-rabbit secondary antibodies as described [39].

### 4.6. Immunofluorescence 

Immunofluorescence for YAP1 protein was done as described [25].

### 4.7. Gene Set Enrichment Analysis (GSEA) 

GSEA was performed using default settings [25], and gene sets were extracted from MysigDB v6.0 (http://software.broadinstitute.org/gsea/msigdb/index.jsp). Details of the analyzed YAP conserved gene signature dataset was retrieved [40].

## 5. Conclusions 

Our findings show for the first time the potential regulatory role of PDEF in activation of the Hippo pathway in prostate cancer. To the best of our knowledge, these results provide the first demonstration of the regulation of the Hippo pathway by PDEF in any system.

## Figures and Tables

**Figure 1:**
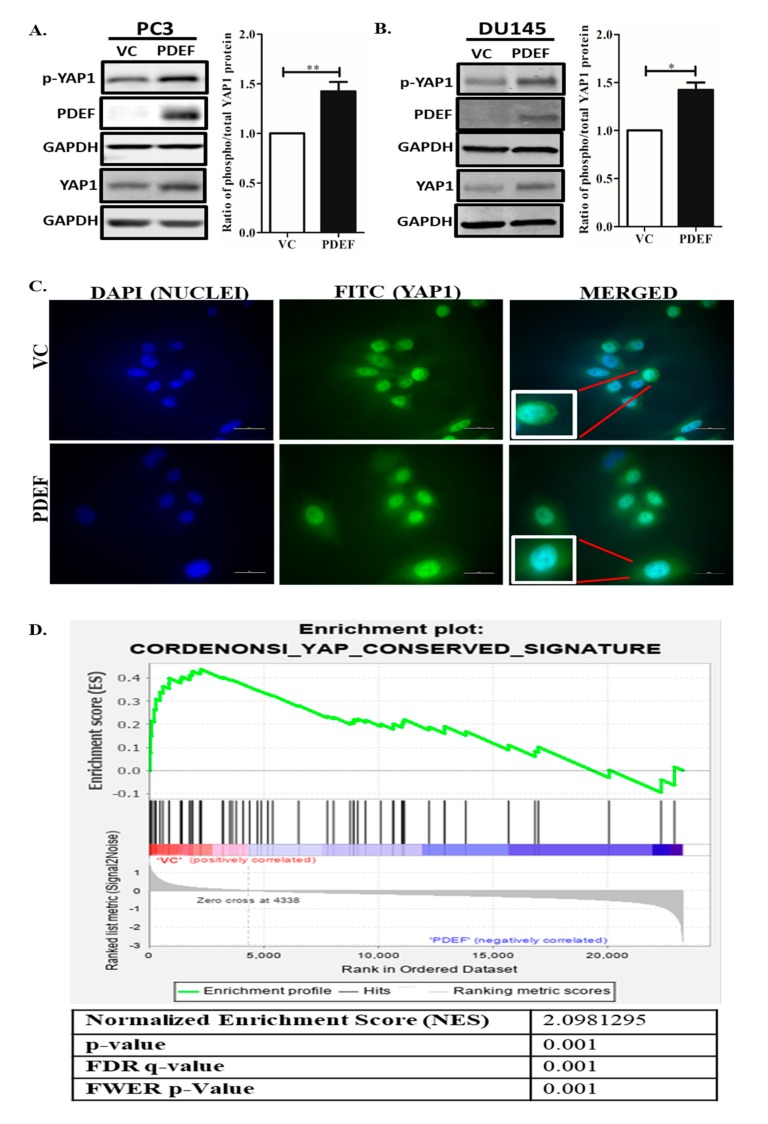
Effect of prostate-derived ETS factor (PDEF) on YAP1 and Phospho-YAP1 Protein (Ser127) protein levels and YAP1 transcriptional activity in prostate cancer cells in culture. (**A**) PDEF-PC3 cells have a higher amount of phospho-YAP1 protein and total YAP1 protein as compared to VC-PC3 cells. (**B**) PDEF-DU145 cells have a higher amount of phospho-YAP1 protein and total YAP1 protein as compared to VC-DU145 cells. The adjacent graph is quantitation of western blots ratio of phospho (Ser127)/phospho/total YAP1 protein level. (**C**) PDEF-PC3 cells showed more cytoplasmic distribution of YAP1 protein, while VC-PC3 cells showed more nuclear localization of YAP1 protein (scale bar 20 µm). (**D**) Gene set enrichment analysis (GSEA) of the YAP conserved gene signature in VC-PC3 and PDEF-PC3 cells.

**Figure 2:**
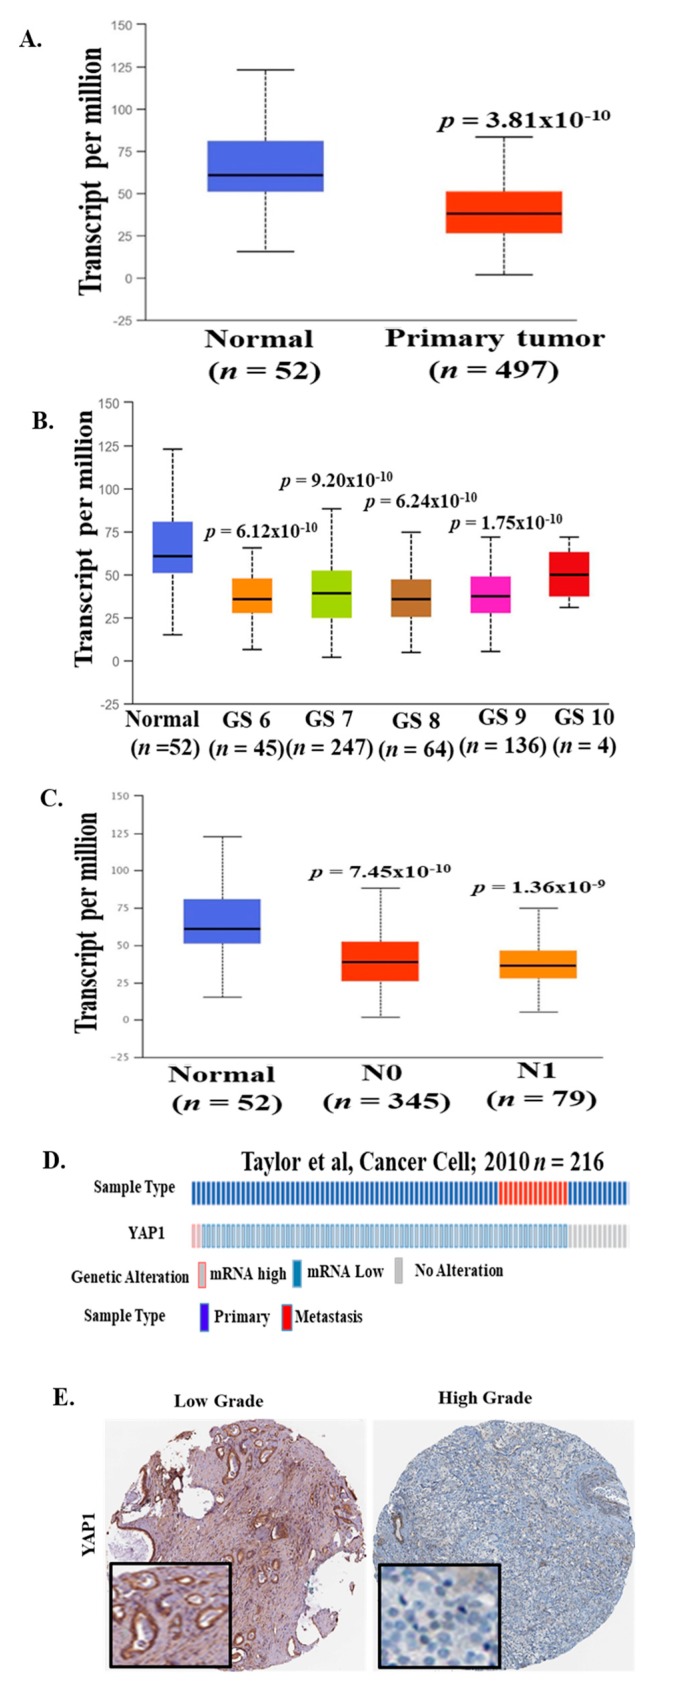
YAP1 mRNA expression in multiple PCa clinical cohorts. YAP1 mRNA data were analyzed from The Cancer Genome Atlas (TCGA) datasets through UALCAN and the c-Bioportal web server. (**A**) mRNA level of YAP1 was significantly decreased in primary prostate tumors as compared to normal prostate tissues. (**B**) A decrease in YAP1 mRNA levels was observed in patients with a higher Gleason score (TCGA datasets) as compared to normal controls. (**C**) YAP1 mRNA levels were significantly decreased in PCa patients irrespective of lymph node metastasis as compared to normal controls (TCGA datasets). (**D**) 51% of patients showed a genetic alteration in YAP1 mRNA levels in the Prostate Adenocarcinoma MSKCC dataset. [31] (**E**) Representative images is from The Human Protein Atlas showed a decreased level of YAP1 protein in high-grade PCa tumor samples as compared to low-grade PCa tumor samples.

**Figure 3:**
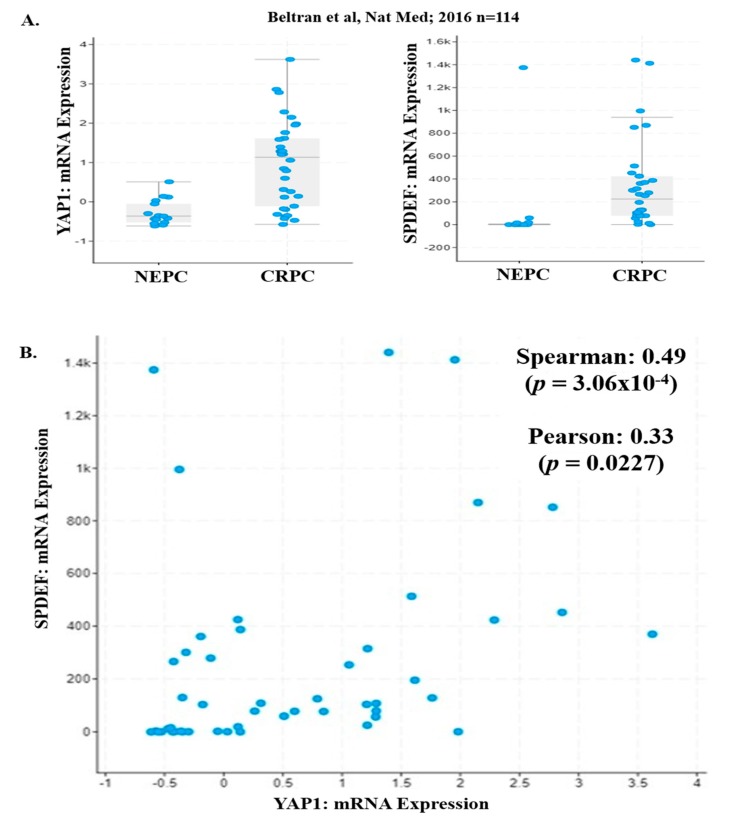
PDEF and YAP1 mRNA levels in CRPC/NEPC patients. (**A**) YAP1 and PDEF mRNA levels were significantly decreased in NEPC patients as compared to CRPC patients (CRPC/NEPC dataset). [33] (**B**) A significant positive correlation was observed between YAP1 and PDEF mRNA in the CRPC/NEPC dataset.

**Figure 4:**
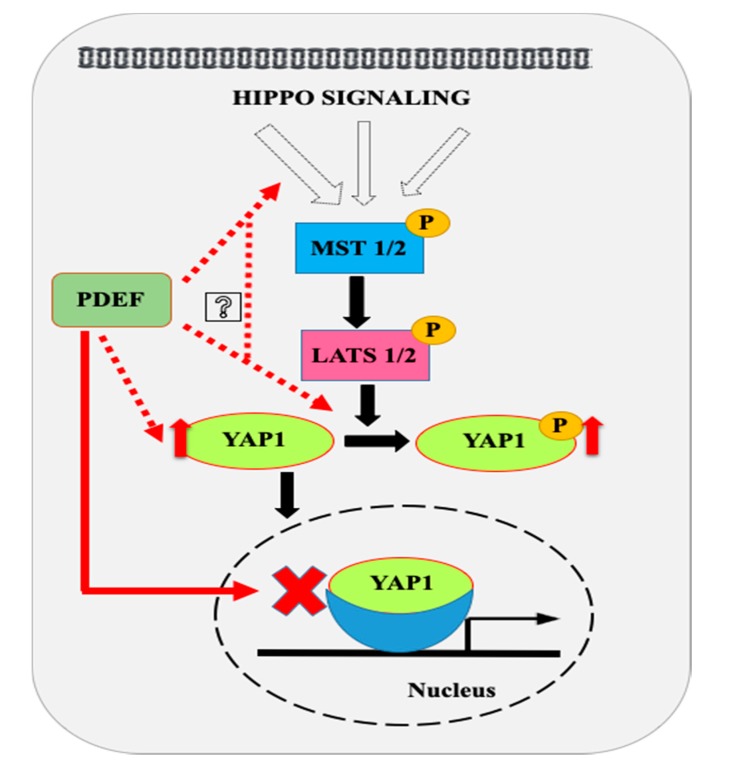
Proposed model for modulations of Hippo pathway by PDEF. Our results show that PDEF increases expression and phosphorylation (Ser127) of YAP1 in prostate cancer cells. We hypothesize that PDEF might regulate YAP1 phosphorylation indirectly by modulating expression and or activities of various components of the Hippo pathway as shown. PDEF overexpression inhibits the YAP1 conserved gene signature. Dashed red lines indicate hypothetical links, while solid black lines indicate currently established pathways. The solid red line link was established for the first time in the present study.

**Table 1:** mRNA expression of YAP1 and PDEF in NEPC/CRPC patients.

Gene Name	Median Expression in NEPC	Median Expression in CRPC	*p*-Value
**YAP1**	−0.3623018	1.1336036	3.22 × 10^−5^
**PDEF**	0.4419626	224.12931905	6.47 × 10^−7^

How the deposited data were processed for this re-analysis (not part of the article)

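The data are gene expression arrays of cells labelled as PC3 prostate cancer cells. They carried an empty vector (VC-PC3, 2 arrays) or PDEF (PDEF-PC3, 2 arrays), and PDEF-PC3 was compared with VC-PC3. The DU145 cells, western blots, immunofluorescence and clinical cohorts of the paper were not analysed here. The authors made the deposited log2 signals of 33297 probe sets with Transcriptome Analysis Console, as the submitters' processing notes say, and the version, background correction, summarization and normalization are not given in the sources used here. The log2 scale was inferred from the range of the values. Array medians of 5.41 to 5.46 and the quartiles were nearly equal, as after scaling of the arrays to each other by the authors, so the values were used as deposited. A shift of all genes in one direction would have been removed by such scaling.

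Probe sets were named through the platform annotation, which lists 21214 of them, and 99.8% of the single-gene entries were found in the gene table of assembly GRCh38.p14, from which symbols were updated. The 19460 probe sets with 1 symbol were kept, and 1754 with several symbols and 12083 not listed were not used here. For the 769 genes with several probe sets, the one with the highest mean over the 4 arrays stood for the gene, which left 18417 genes. No filter on low signals was applied, so genes near background are included. The 341 olfactory receptor genes measured, which a prostate line is not known to transcribe, served as a gauge of background, with medians of 3.24 to 3.39 and highest values of 5.65 to 6.01 per array.

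Genes were compared with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with 2 residual and 4.23 prior degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over all 18417 genes. A gene was called at an adjusted p under 0.05. On simulated arrays with 50 genes changed at each size, far fewer than in the data, so that its adjusted threshold was stricter, and with the mean of each of the 18417 genes in VC-PC3 and the measured spreads shuffled over genes, the fit called 1 of 50 genes changed by 0.5 on the log2 scale, 31 of 50 changed by 1, 48 of 50 changed by 2 and 50 of 50 changed by 4, with 2 false calls among 132.

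The 22 gene lists were written before the data were examined, as were the comparisons and the rule for naming genes. They are the growth and the other members of the YAP conserved signature, the YAP/TAZ list, Hippo pathway components, prostate luminal, prostate basal, epithelial junction, mesenchymal, androgen response, neuroendocrine, secretory, PDEF-linked, cell cycle, interferon, inflammatory, unfolded protein response, TGF-beta, sterol and fatty acid synthesis, and hypoxia and glycolysis genes, and markers of fibroblasts, leukocytes and endothelium. Their membership comes from general knowledge. Lists were tested with camera at a preset correlation of 0.01, with p-values adjusted over the lists and the whole signature. GSEA followed the paper's choice of the signal-to-noise ratio, with a floor of 0.2 of the mean on each SD, exponent 1 and 10000 random gene sets in place of permuted labels, which 2 arrays per group cannot supply. Named genes are those the paper names, common YAP targets, the 10 largest rises and 10 largest falls among called genes whose groups do not overlap, and up to 4 called members per direction of each list.

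Alternatives were quantile normalization, median centring, the replicate number as a block, leaving out each array, the mean of a gene's probe sets, a filter on dim genes, a variance trend, other thresholds, other GSEA rankings and weighting, other lists, camera with an estimated correlation and the fry rotation test. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. With 2 arrays per group, no test for outlying arrays or of other splits of the arrays was made.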

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

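The tests on CTNNA1 and STAT3, on markers of other cells, on abundant VC-PC3 genes and on the signature were chosen only after the result was seen. The test on PEG10, TUBB2B, MARCKSL1 and MAP1B was set before those genes were looked at.

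Outside the YAP and Hippo lists, 1589 genes that the paper does not discuss were called and at least 2-fold higher in PDEF-PC3 than in VC-PC3. NEFM (log2 fold change 5.77) and IRS4 (5.30) were among the 10 largest rises, from VC-PC3 signals not above the highest olfactory receptor gene, so that their size is not exact.

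Genes that other work describes as homozygously deleted in PC3 cells had signal in the arrays labelled PDEF-PC3. The log2 fold changes were 5.39 for CTNNA1 and 4.45 for STAT3. For genes near STAT3 in the gene order of GRCh38.p14, they were 4.88 for ATP6V0A1, 2.88 for STAT5B and 1.03 for CAVIN1. The VC-PC3 signals of STAT5B, 4.34 and 5.39, were far apart. NAGLU, also near STAT3, had 0.28. Its mean VC-PC3 signal of 7.01 was above the highest olfactory receptor gene, so it could not show a regained signal. STAT5A had 0.10 (adjusted p = 0.364 from limma). It was not above that gauge of background in either group, so it is uninformative. The median of CTNNA1 and STAT3 lay below the highest olfactory receptor gene in both VC-PC3 arrays but at least 3.71 above it in both PDEF-PC3 arrays, which argues against PC3 cells alone, changed by PDEF, and a smallest log2 fold change of 4.38 under quantile normalization or median centring argues against normalization between arrays. RNA of an embryonic kidney packaging line, as used to make viral vectors, was tested with 4 marker genes recalled from general knowledge. Of these, 0 were called by limma and at least 2-fold higher, also 0 at an unadjusted p under 0.05 and 1 counting TUBB2B (0.99, standard error 0.14). PEG10 (-3.46) fell from 9.99 in VC-PC3 to 6.53, MAP1B was at 0.39 and MARCKSL1 at 0.00. By the rule set before these genes were looked at, this count goes against the packaging line. PEG10, MARCKSL1 (9.68) and MAP1B (8.54) were already high in VC-PC3 and TUBB2B lay at the threshold, so the count alone does not decide it. That limit was named only after the values were seen. The fall of PEG10 also goes against the packaging line, but it is 1 gene. Of 10 other recalled markers, 8 were called and at least 2-fold higher, among them NEFM, IRS4, LIN28B (5.13), UCHL1 (4.59), IGF2BP1 (4.53) and CKB (3.45). These markers cannot decide it either, since they were chosen after their values were seen. The test set beforehand thus goes against the packaging line, while the markers chosen afterwards go with it. The packaging line is therefore left open and in need of a closer look. An admixture of other cells, with 0 of 35 markers of fibroblasts, leukocytes and endothelium called higher by limma, also 0 at an unadjusted p under 0.05, but no list for other cell types, and RNA of another culture than PC3, with 342 of 1874 genes at a VC-PC3 level of 9 or more at least 2-fold lower and 67 at least 8-fold lower, cannot be told apart, because the arrays hold no genotype. SPDEF was higher in the PDEF-PC3 arrays, and the paper's western blots, read by eye, show more PDEF and YAP1 protein in PDEF-PC3 cells (Fig. 1A), which does not settle what the arrays hold.

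The YAP conserved signature was lower in the PDEF-PC3 arrays, with a median log2 fold change of -0.46. PDEF, the difference that the design names, may lower these genes, and so may any other difference between the cultures. These cannot be told apart, because every array with PDEF is also an array with CTNNA1 and STAT3 signal. A test would need the signature in PDEF cells shown to keep the deletions of PC3.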

How the results depend on the processing

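The test on signature members above the highest olfactory receptor gene was chosen after seeing the data. No named gene or list past its threshold reversed direction, while the median of the neuroendocrine list, 0.01, was -0.07 after median centring, -0.17 among genes above the median level and -0.05 to -0.02 without VC-PC3 replicate 1 or either PDEF-PC3 array. For 174 named genes the alternatives left the side of the threshold the same 1561 times, ended a call 140 times and added one 3 times, and for 22 lists 180, 13 and 4 times. The number of genes changed between PDEF-PC3 and VC-PC3 was 9337, and 2707 with an adjusted p and 2-fold threshold or 2708 with an unadjusted one. YAP conserved signature members changed numbered 39, and 16 at either 2-fold threshold. For the YAP conserved signature, set test p-values from camera were 0.000187, and 0.136 with an estimated correlation, which rests on 2 residual degrees of freedom. With it 0 sets passed, where 14 did with the preset one and 21 with the fry rotation test, which does not compare a set with other genes. Leaving out 1 array at a time leaves a group with 1 array, which is assumed to vary like the other group. This gave 5336 to 6458 changed genes, 25 to 31 changed members, an SPDEF level 0.71 to 0.83 higher on the log2 scale, YAP1 level changes of -1.29 to -1.18, normalized enrichment scores of 1.85 to 1.90, camera p from 0.000202 to 0.000618 and 12 to 14 sets. Of 44 signature members above the highest olfactory receptor gene in an array, 27 were lower and 9 higher. Their camera p was 0.000505. Deviations of arrays with the same replicate number correlated at 0.022 across genes, so the arrays share only a number, and with the replicate block 7974 genes changed and the adjusted p from limma was 0.0122 for the SPDEF level and 0.00476 for the YAP1 level. With the filter on dim genes, the endothelium list had no genes left. The size of changes from or to signals not above the highest olfactory receptor gene, the gauge of background, is not exact.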

Differences from the paper's values

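In the ranked list of Fig. 1D, about 19% of the features, read by eye, were higher in VC-PC3 than in PDEF-PC3, as the paper's value, while here 55.2% of 18417 genes were. None of the alternatives set before the data were examined came within 1.5 times of the paper's share, with 45.2% for genes above the median level as the lowest and 61.7% after median centring as the highest. Over all 33297 probe sets, a choice made after seeing the values, the share was 58.8%.

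The paper states that PDEF raises YAP1 expression, which it measured as protein, while the YAP1 transcript fell by 1.24 on the log2 scale in the arrays. The paper states, from its earlier study, that PDEF restored a luminal expression signature in PC3 cells. Over the luminal list 4 of 22 measured genes were higher and 9 were lower in PDEF-PC3, with GATA3 (1.80) and GATA2 (0.63) among those higher, and of the mesenchymal list 28 of 38 were lower. The paper describes YAP1 targets as inhibited, and the tally of 30 lower and 9 higher runs the same way, with ANKRD1 (2.79) as the largest exception.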

Other observations

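DNA replication and cell division genes were higher in PDEF-PC3. Of 46 measured cell cycle genes, 34 rose, 5 fell and 7 did not pass the test (limma, adjusted p under 0.05), with the same counts when adjusted over the list alone. The phosphatase gene CDC25A rose by 3.07 on the log2 scale, the replication genes GINS2 and PCNA by 2.33 and 2.15 and the cyclin gene CCNE2 by 2.18, while the cyclin gene CCND1 fell by 0.86. The set test (camera) gave an adjusted p of 6.32e-07, and an adjusted p of 0.304 with an estimated correlation, which rests on 2 residual degrees of freedom. Of 29 inflammatory cytokine and NF-kB genes, 20 fell, 2 rose and 7 did not pass, also when adjusted over the list alone, with LIF (-4.05) among the largest falls (camera, adjusted p = 1.08e-07, and adjusted p = 0.253 with an estimated correlation). Of 38 interferon response genes, 21 fell, 5 rose and 12 did not pass, with 22 lower and 5 higher when adjusted over the list alone. The log2 fold changes of PARP14 and SAMD9 were -3.72 and -3.03, and HERC5 was 3.19-fold higher (camera, adjusted p = 0.000272, and adjusted p = 0.253 with an estimated correlation). Among genes above the median level only 6 interferon genes were left, 2 higher and 4 lower, with an adjusted p of 0.177. Several that fell, such as PARP9, IFI44 and MX1, were in both groups not above the highest olfactory receptor gene in at least 1 array. Of 24 unfolded protein response genes, 19 fell, 2 rose and 3 did not pass, also when adjusted over the list alone. The stress transcription factor gene DDIT3 fell by 2.45 and the chaperone gene HYOU1 fell by 1.61, while ATF3 rose by 1.82 (camera, adjusted p = 1.27e-05, and adjusted p = 0.253 with an estimated correlation). Of 31 hypoxia and glycolysis genes, 20 fell, 5 rose and 6 did not pass, with 21 lower and 5 higher when adjusted over the list alone. VEGFA fell by 1.46 and DDIT4 fell by 2.05, while the glucose transporter gene SLC2A3 rose by 4.40 (camera, adjusted p = 0.000321, and adjusted p = 0.304 with an estimated correlation). Leaving out 1 array at a time left 1 to 2 cell cycle genes lower, 0 inflammatory, 3 to 4 interferon and 2 to 3 hypoxia genes higher, and median centring left 0 inflammatory genes higher. The PDEF-PC3 arrays compared in these lists are those with CTNNA1 and STAT3 signal, so these changes cannot be assigned to PDEF alone. PDEF-PC3 signals of LIF, PARP14 and SAMD9 and VC-PC3 signals of ATF3 and SLC2A3 were in at least 1 array not above the highest olfactory receptor gene, so the size of these changes is not exact.

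Metabolic and lineage lists changed in both directions. Of 25 sterol and fatty acid synthesis genes, 8 rose, 12 fell and 5 did not pass the test, with 9 higher and 13 lower when adjusted over the list alone. The fatty acid synthesis genes ELOVL6 (1.80), ACACA (1.63) and FASN (1.03) rose, while the desaturase gene FADS2 (-2.35) and the sterol synthesis genes MVD (-1.09) and SQLE (-0.92) fell (camera, adjusted p = 0.313, and adjusted p = 0.454 with an estimated correlation). Of 24 TGF-beta response genes, 6 rose, 12 fell and 6 did not pass, also when adjusted over the list alone, with ID2 at 3.01 and BHLHE40 at -2.17. Their adjusted p was 0.0571, and 0.606 was the adjusted p with an estimated correlation, while quantile normalization gave 0.0240, the filter on dim genes 0.0225 and leaving out VC-PC3 replicate 2 gave 0.0441. Of 20 neuroendocrine genes, 6 rose, 3 fell and 11 did not pass, also when adjusted over the list alone. NCAM1 rose by 3.06, while FOXA2 fell by 2.84 and the neuronal enolase gene ENO2 fell by 1.38. The median of this list was 0.01 on the log2 scale, its mean was -0.14 and its test pointed down (camera, adjusted p = 0.833, and adjusted p = 0.839 with an estimated correlation), and 2 genes were higher without PDEF-PC3 replicate 1 and 3 without either VC-PC3 array, while median centring gave 6 lower, and among genes above the median level 2 were higher and 4 lower. Of 30 genes of secretory cells in other epithelia, 4 rose, 8 fell and 18 did not pass, with 4 higher and 7 lower when adjusted over the list alone and 3 lower without VC-PC3 replicate 1 and 4 without either PDEF-PC3 array, ST6GAL1 at 1.47 and QSOX1 at -2.22 (camera, adjusted p = 0.114, and adjusted p = 0.304 with an estimated correlation). Of 14 genes linked to PDEF in other work, 2 rose, 8 fell and 4 did not pass, with 2 higher and 9 lower when adjusted over the list alone and 1 higher without VC-PC3 replicate 2 or PDEF-PC3 replicate 1. The cell cycle inhibitor gene CDKN1A rose by 2.12 and the protease inhibitor gene SERPINB5 fell by 3.14 (camera, adjusted p = 0.0147, and adjusted p = 0.304 with an estimated correlation), and the adjusted p was 0.0761 with the filter on dim genes. The same limit on size holds for ID2, NCAM1, ST6GAL1 and CDKN1A, from their VC-PC3 signals, and for SERPINB5, from its PDEF-PC3 signals. In both groups it holds for ERN2, MUC13, MUC6 and MUC20, which fell, and for SOX2 and SYP, which rose.

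No marker of the other cell types listed was called higher in PDEF-PC3 (limma, adjusted p under 0.05). Among 13 fibroblast markers, 5 fell and 8 did not pass, with COL6A3 at -3.93. Among 12 leukocyte markers 2 fell and 10 did not pass, with CD68 at -2.18, among 10 endothelial markers 5 fell and 5 did not pass, with TIE1 at -2.88, its PDEF-PC3 signals not above the highest olfactory receptor gene, and the counts of the 3 lists were the same when adjusted over the list alone. The set tests gave adjusted p of 0.0240, 0.157 and 0.0221, and adjusted p of 0.304, 0.353 and 0.456 with an estimated correlation. Of the fibroblast markers, 3 are also on the mesenchymal list. Among the markers that fell, LUM, COL1A2, FAP, CORO1A, PECAM1, ERG and VWF were near background. In both groups they were in at least 1 array not above the highest olfactory receptor gene. Quantile normalization gave an adjusted p of 0.0572 for the fibroblast markers and left 3 endothelial markers lower, and leaving out VC-PC3 replicate 2 gave 0.0939 for the endothelial markers. Without 1 array, 3 to 5 fibroblast, 1 to 2 leukocyte and 2 to 5 endothelial markers were lower.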
